# High Intrinsic Aerobic Capacity Is Associated With a Distinct Epigenetic and Signaling Profile in the Aged Rat Brain

**DOI:** 10.1111/acel.70622

**Published:** 2026-07-14

**Authors:** Lei Zhou, Soroosh Mozaffaritabar, Erika Koltai, Takuji Kawamura, Mitsuru Higuchi, Sylwester Kujach, Yaodong Gu, Lauren Gerard Koch, Steven Loyal Britton, Zsolt Radák

**Keywords:** aging, brain, DNA methylation, inflammation, intrinsic aerobic capacity, RRBS, VO_2_max

## Abstract

Exercise is a powerful non‐pharmacological strategy for preserving brain health during aging. However, whether intrinsic exercise capacity is associated with a distinct molecular phenotype in the aged brain, independent of training intervention, remains unclear. Aged selectively bred low‐capacity runner (LCR) and high‐capacity runner (HCR) rats were studied. Hippocampal DNA methylation was profiled by reduced representation bisulfite sequencing (RRBS), and differentially methylated regions (DMRs) were annotated and functionally enriched. Spatial learning, aerobic capacity, and cortical protein signaling were assessed by Morris water maze, VO_2_max testing, and Western blotting. RRBS identified 6452 significant DMRs, most of which were hypermethylated in HCR rats (82.4%) and enriched in open‐sea and gene‐body regions. Genes linked to hypermethylated DMRs showed context‐dependent enrichment, particularly in intronic and exonic regions, highlighting MAPK, PI3K‐Akt, TNF, calcium, and synaptic signaling pathways. Core methylation‐related enzymes TET1/2 and DNMT3A/B were unchanged. Cortical protein profiling showed higher phosphorylation of ERK1/2, AKT, mTOR, S6, and synapsin in HCR rats, together with higher JNK2, p38, NF‐κB, TNF‐α, and OGG1 abundance, whereas protein carbonylation and selected exercise‐responsive neurotrophic and metabolic/mitochondrial markers were unchanged. Exploratory correlation analysis identified a subset of DMRs associated with individual VO_2_max values. Morris water maze performance did not differ significantly between groups. High intrinsic exercise capacity in aged rats is associated with distinct hippocampal DNA methylation patterns that align with cortical protein profiles involving MAPK, AKT‐mTOR‐S6, synaptic, and inflammation‐related signaling. These findings suggest a distinct molecular phenotype linked to intrinsic aerobic capacity in the aged brain.

## 1 Introduction

Aging is accompanied by a progressive decline in brain function, characterized by impaired synaptic plasticity, altered neuronal signaling, increased inflammatory tone, and greater susceptibility to cognitive dysfunction and neurodegenerative processes (Sun et al. 2025; Wyss‐Coray 2016). Physical exercise is widely recognized as a beneficial non‐pharmacological strategy for maintaining brain health during aging (Hillman et al. 2008; Tari et al. 2025). A large body of work in humans and rodent models has shown that exercise training can modulate neuroplasticity, metabolic and vascular function, and inflammatory balance in the aging brain (Boa Sorte Silva et al. 2024; Tari et al. 2025). However, most previous work has focused on the effects of exercise interventions, addressing whether exercise exposure can modify brain aging. These studies do not directly answer whether aerobic capacity itself is associated with a distinct molecular state in the aged brain.

The selectively bred LCR and HCR rat model provides a valuable framework for addressing this question (Koch and Britton 2001). This model has been extensively used to investigate the biological consequences of intrinsic aerobic capacity, including its relationships with metabolic regulation, cardiovascular health, disease susceptibility, and lifespan (Koch et al. 2011; Wisløff et al. 2005). Cardiorespiratory fitness is a strong predictor of morbidity and mortality in humans and is increasingly viewed as an integrative marker of whole‐body health (Kodama et al. 2009). Consistent with this concept, intrinsic aerobic capacity has been linked to divergent aging trajectories across multiple systems (Koch et al. 2011; Wisløff et al. 2005). At the neural level, previous studies have suggested that HCR animals exhibit more favorable cognitive and neural characteristics than their LCR counterparts (Guzzoni et al. 2025; Kugler et al. 2024; Mäkinen et al. 2023). Nevertheless, the molecular features of such differences in the aged brain remain insufficiently defined.

Among candidate mechanisms, DNA methylation represents a stable but dynamic epigenetic layer through which inherited traits and long‐term physiological states may be integrated (Cavalli and Heard 2019). In the brain, DNA methylation contributes to neuronal identity, synaptic organization, and activity‐dependent transcriptional regulation (Halder et al. 2016; Lister et al. 2013). Yet it remains unclear whether intrinsic aerobic capacity in aged animals is associated with distinct brain methylation patterns, whether such patterns preferentially occur in promoter or non‐promoter genomic regions, and whether they are accompanied by corresponding differences in protein signaling pathways.

Therefore, the present study examined aged HCR and LCR rats to determine whether intrinsic exercise capacity is associated with differences in brain DNA methylation, signaling protein profiles, and behavioral phenotype. By doing so, this study aimed to distinguish inherited capacity‐associated brain features from those induced by exercise training and to clarify whether high intrinsic aerobic capacity is linked to a simple protective phenotype or to a more complex pattern of molecular remodeling in the aged brain.

## 2 Methods

### 2.1 Ethics Statement

All animal procedures were performed at the Research Institute of Molecular Exercise Science, Hungarian University of Sports Science (Budapest, Hungary). Experiments complied with the Guiding Principles for the Care and Use of Laboratory Animals, and relevant Hungarian regulations, and were approved by the National Animal Experimentation Scientific Ethics Council (Hungary) (approval No: PE/EA/62‐2/2021).

### 2.2 Experimental Animals

Selectively bred low‐ and high‐running capacity rats (LCR and HCR; 44th generation) were used. The animals were derived from genetically heterogeneous N:NIH stock and divergently selected for intrinsic running capacity. Female rats aged 23–24 months were included in the study (LCR, *n* = 6; HCR, *n* = 6). Animals were housed in temperature‐controlled rooms under a 12:12‐h light–dark cycle with ad libitum access to standard chow and water. All animals were maintained under standard cage conditions without access to running wheels or structured exercise training. All animals were used for physiological testing, behavioral assessment, and tissue collection. Genome‐wide RRBS analysis was initially performed on all animals; however, two HCR samples failed RRBS quality control criteria and were excluded from downstream methylation analyses, yielding a final RRBS cohort of HCR *n* = 4 and LCR *n* = 6.

### 2.3 Maximal Oxygen Uptake (VO_2_max) Testing

Cardiorespiratory fitness was assessed by measuring maximal oxygen uptake (VO_2_max) on a motor‐driven treadmill in a closed metabolic chamber customized for rats (Columbus Instruments, USA). VO_2_max values were normalized to body mass and expressed as mL/kg/min. Animals were acclimated to treadmill running for two consecutive days (5–10 min/day, 5–25 m/min). For VO_2_max testing, rats rested on the belt for 5 min and then started running at 5 m/min, with speed increased by 5 m/min every 2 min until exhaustion. VO_2_max was recorded when any of the following criteria were met: (i) a plateau in VO_2_ despite increasing speed, (ii) inability to maintain running posture, or (iii) respiratory quotient (VCO_2_/VO_2_) > 1 (Kawamura et al. 2025).

### 2.4 Morris Water Maze

Spatial learning performance was evaluated using the Morris water maze. Rats underwent acquisition training over four consecutive days, and escape latency was recorded for each training day. The maze apparatus, hidden platform location, water temperature, number of trials per day, and inter‐trial interval were as previously described (Bakonyi et al. 2023). Behavioral performance was compared between LCR and HCR rats to assess whether intrinsic exercise capacity was associated with altered learning ability during aging. Escape latency across training days was analyzed using repeated‐measures two‐way ANOVA with group and time as factors.

### 2.5 Tissue Collection and DNA Extraction

Rats were deeply anesthetized and tissues were rapidly excised. Cortex and hippocampus samples were snap‐frozen and stored at −80°C until further analysis. For RRBS analysis, total genomic DNA was extracted from hippocampal tissue using the PureLink Genomic DNA Mini Kit (Thermo Fisher Scientific, USA) according to the manufacturer's instructions. The hippocampus was prioritized for RRBS because of its relevance to spatial learning, aging‐related plasticity, and epigenetic regulation. Cortical tissue was used for protein profiling because sufficient hippocampal tissue was not available for parallel Western blot analyses and because cortical signaling provides a complementary pathway‐level readout of broader brain network‐level molecular remodeling.

### 2.6 RRBS Library Preparation and Sequencing

RRBS libraries were constructed using the Premium RRBS Kit V2 (Diagenode, Seraing, Belgium). Briefly, 100 ng of genomic DNA underwent MspI digestion, followed by end‐repair, adapter ligation, and size selection via Agencourt AMPure XP beads. Library concentrations were determined by qPCR, and eight samples were pooled in equimolar ratios using the manufacturer's Excel‐based pooling tool. The resulting pools were subjected to bisulfite conversion, purification, and PCR amplification according to the manufacturer's instructions. Final library quality was assessed using the Qubit dsDNA HS Assay (Life Technologies) for quantification and a Bioanalyzer High‐Sensitivity DNA chip for size distribution analysis. Sequencing was performed on an Illumina HiSeq 2500 system in paired‐end mode.

### 2.7 DNA Methylation Data Processing and Alignment

Raw Reduced Representation Bisulfite Sequencing (RRBS) reads were first subjected to quality control using FastQC and aggregated with MultiQC. To remove low‐quality bases and adapter sequences, Trim Galore (v0.6.10) was employed in RRBS‐specific mode (‐‐rrbs) and paired‐end mode (‐‐paired). Bases with a Phred quality score below 20 were trimmed. Cleaned reads were aligned to the *Rattus norvegicus* reference genome (mRatBN7.2/rn7) using Bismark with Bowtie2 as the underlying aligner. Methylation calls were extracted using the bismark_methylation_extractor with the ‐‐no_overlap parameter. The resulting coverage files were used for downstream statistical analysis. Because no separate library preparation or sequencing batch was present, no batch‐effect correction was applied.

### 2.8 Identification of Differentially Methylated Regions (DMRs)

All downstream methylation analyses were conducted in R using the methylKit package. CpGs with low coverage (< 5×) or extremely high coverage (> 99.9th percentiles) were filtered out to mitigate PCR bias. Following sequencing and PCA‐based quality control, two HCR samples failed RRBS quality criteria and were excluded from all subsequent methylation analyses, resulting in a final RRBS dataset of HCR *n* = 4 and LCR *n* = 6. Region‐level signals were quantified using a tiling‐window strategy with non‐overlapping 1 kb windows (window size = 1000 bp; step size = 1000 bp) (Liu et al. 2020). Tiles were retained if they contained at least 3 covered CpGs. Methylation calls were unified across samples using unite (minimum 3 samples per group required per tile). Differential methylation analysis between groups (HCR vs. LCR) was performed using the Chi‐square test implemented in calculateDiffMeth with an overdispersion correction (“MN”). Significant DMRs were identified based on FDR < 0.1 and a minimum methylation difference of 5%.

### 2.9 Genomic Annotation and Functional Enrichment

Significant DMRs were annotated to genomic features (promoters, exons, introns, 1–5 kb upstream, 5′UTR, 3′UTR) and CpG contexts (islands, shores, shelves, open‐sea) using the annotatr package based on the rn7 genome assembly. To avoid double counting in feature‐based summaries, a single primary genomic feature was assigned to each DMR using a predefined priority scheme (Promoter > Exon > Intron > Upstream 1–5 kb > 3′UTR > 5′UTR). Similarly, a primary CpG context was assigned per DMR using the order Island > Shore > Shelf > Open‐Sea. These primary annotations were used for mutually exclusive summary statistics and are provided in Table S1. Promoters were defined as the region 1 kb upstream to 500 bp downstream of the transcription start site. Genes associated with promoter, upstream regulatory, and gene‐body DMRs were analyzed separately to allow context‐specific interpretation. Functional enrichment analyses were performed using clusterProfiler for Gene Ontology Biological Process (GO‐BP) and KEGG pathway analysis. Enrichment significance was evaluated using Benjamini‐Hochberg‐adjusted *p* values, and terms meeting FDR ≤ 0.1 were considered significant.

### 2.10 Exploratory Correlation Analysis With Phenotype

As an exploratory analysis, Pearson correlations were performed between methylation levels of significant DMRs and individual VO_2_max values. Analyses were restricted to significant DMRs with valid gene annotation. VO_2_max correlation was performed using the RRBS quality‐passed samples (HCR *n* = 4, LCR *n* = 5). DMRs showing significant association with VO_2_max (FDR < 0.05) were retained for visualization.

### 2.11 Western Blotting and Protein Quantification

Cortical tissue was used for western blotting analyses. Selected epigenetic regulators, signaling proteins, synaptic proteins, inflammatory markers, and metabolic/mitochondrial proteins were assessed by Western blotting as previously described (Zhou, Mozaffaritabar, Koltai, et al. 2025). The analyzed targets included TET1 (PA5‐49432), TET2 (PA5‐85488), DNMT3A (PA5‐85548), DNMT3B (PA1‐884), phospho‐ERK1/2 (Thr202/Tyr204, 9106 s), total ERK1/2 (9102), phospho‐JNK (Thr183/185, 9251), total JNK2 (pa517634), p38 (9212), phospho‐mTOR (Ser2448, 5536), total mTOR (2983), phospho‐AKT (Ser473, 9271), total AKT (4691), phospho‐S6 (Ser235/236, 5364), total S6 (2217), phospho‐synapsin (Ser9, 2311), total synapsin (2312), synaptophysin (5461S), NF‐κB (3032), TNF‐α (sc1350), IκB‐α (Sc371), SOD2 (ab68155), OGG1 (15125‐1‐ap), PGC‐1α (NBP1‐04676), SIRT1 (ab110304), BDNF (ANT‐010), LDH (sc‐33781), OGDH (PA5‐28195), and SIRT3 (2627). Protein carbonylation was assessed using a Protein Carbonyl Assay Kit (ab178020). Total protein intensity (Ponceau S) was quantified using ImageJ for normalization. For phosphorylated proteins, membranes were first probed for the phosphorylated form, then stripped and re‐probed for total protein, with normalization performed on the same PVDF membrane. Western blot and protein carbonylation data were compared between LCR and HCR groups using unpaired Student's *t*‐tests (LCR, *n* = 6; HCR, *n* = 6). Vertical gaps separate non‐contiguous lanes originating from the same membrane.

## 3 Results

### 3.1 High Intrinsic Exercise Capacity Is Associated With Distinct DNA Methylation Patterns in the Aged Brain

As shown in Figure 1, we first assessed behavioral performance, methylation‐regulatory proteins, and RRBS‐based DNA methylation profiles in aged HCR and LCR rats. 

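For the methylation profiles, hippocampal DNA of 4 HCR and 6 LCR rats was used, all females aged 23 to 24 months from generation 44 of lines selected for high or low running capacity. RRBS cuts DNA with MspI before bisulfite treatment and therefore samples CpG-rich fragments, together with some fragments of low CpG density. HCR rats that the authors left out after quality control are not analysed here. The authors trimmed reads with Trim Galore 0.6.10 and aligned them to mRatBN7.2 (rn7) with Bismark and Bowtie2. With methylKit they removed CpGs of very low or extreme coverage and summed the calls in non-overlapping 1000 bp tiles that held a minimum number of covered CpGs. The deposited values are the percent methylation of 176032 tiles in each rat, with no pooling of rats and no stated correction between libraries. HCR rats had a value in 165792 to 174009 tiles (median 168588.5) and LCR rats in 157010 to 170745 (median 164338). The read depth behind each percentage is unknown, so no counting interval is given. Over the 126459 tiles with a value in every rat, mean methylation was 48.5% ± 2.39 (SD, n = 4) in HCR and 46.6% ± 2.31 (SD, n = 6) in LCR rats, a difference of 1.91 points (2-sided exact permutation test, p = 0.219). Single HCR rats ranged from 46.2% to 51.3% and single LCR rats from 43.9% to 49.8%, so the groups overlapped. Tiles at intermediate levels of 20 to 80% averaged 53.9% in HCR and 50.5% in LCR rats (exact permutation test, adjusted p = 0.267 over 6 level comparisons), and mitochondrial tiles were at 0.773% and 0.903%. Pearson's r across tiles between 2 rats was 0.939 to 0.966 for every pair, with no pair standing out as a repeated library. HCR and LCR rats were compared tile by tile with limma on the percent values, over 176004 tiles with a value in at least 3 rats of each group. A DMR had a Benjamini-Hochberg adjusted p under 0.1 and a difference of at least 5 percentage points. These are the limits of the paper. The chi-square test of the paper works on read counts per tile, a step that percent values alone do not allow. According to the methods, samples were pooled for bisulfite conversion and no separate batch was present; the text does not name the members of a pool, so no values within pools are given.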

In the Morris water maze, both groups showed progressive reductions in escape latency across the 4‐day period, indicating learning in both groups (Figure 1A). No significant group difference was detected, although HCR rats exhibited slightly lower escape latencies. Given the limited number of aged animals in each group, this behavioral comparison may have been underpowered to detect moderate group differences. We next examined whether the methylation profile was accompanied by changes in major DNA methylation‐related enzymes. Cortical protein abundance of TET1, TET2, DNMT3A, and DNMT3B did not differ between groups (Figure 1B), suggesting that the observed methylation differences were not paralleled by detectable changes in these core methylation‐regulatory proteins.

**FIGURE 1:**
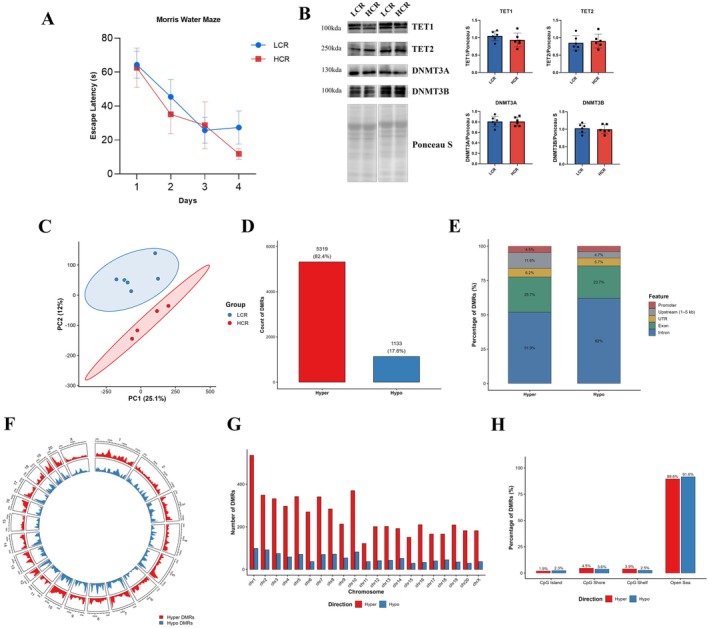
Behavioral, epigenetic‐regulatory, and DNA methylation features in aged HCR and LCR rat brains. (A) Morris water maze performance across 4 training days, shown as escape latency in LCR and HCR rats. Data are presented as mean ± SEM. (B) Representative Western blots and quantification of TET1, TET2, DNMT3A, and DNMT3B protein abundance in cortical samples. Data are presented as mean ± SD. (C) Principal component analysis (PCA) of hippocampal RRBS methylation data based on tested 1‐kb tiles. Each point represents one animal. (D) Numbers and percentages of hypermethylated and hypomethylated DMRs identified in HCR relative to LCR rats. (E) Distribution of gene‐associated DMRs across primary genomic features, including promoter, upstream (1–5 kb), UTR, exon, and intron. (F) Circos plot showing chromosomal distribution of DMRs, with hypermethylated DMRs in the outer track and hypomethylated DMRs in the inner track. (G) Chromosome‐wise counts of hypermethylated and hypomethylated DMRs. (H) Distribution of DMRs across CpG contexts, including CpG island, shore, shelf, and open‐sea.

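In a PCA of the 126456 tiles that had a value in every rat and varied between them, scaled to unit variance, PC1 held 19.7% and PC2 12.2% of the variance. The HCR and LCR rats separated along PC2. The 4 HCR rats scored -125.6 to -76.5 and the 6 LCR rats 3.21 to 300.1 on it, with no overlap (2-sided exact permutation test, p = 0.00476, the smallest p that 4 rats against 6 allow). LCR rat 18 lay apart from its line at 300.1, the other LCR rats reaching 57.3 at most. Along PC1 the lines overlapped, HCR rats from -60.6 to 249 and LCR rats from -220.4 to 146 (exact permutation test, p = 0.229). PC1 followed the mean methylation of each rat, from LCR rat 30 at the low end to HCR rat 19 at the high end (Pearson's r = 0.995, permutation p = 2e-05, adjusted p = 1e-04 over 5 relations; Spearman's rho = 0.964, permutation p = 4e-05, n = 10). Without HCR rat 19 and LCR rat 24, the 2 farthest from the median, r was 0.993. PC1 also ran with the number of tiles without a value, lower scores going with more such tiles (Pearson's r = -0.693, permutation p = 0.0246, adjusted p = 0.0420 over 5 relations; Spearman's rho = -0.648, permutation p = 0.0491, adjusted p = 0.0818, n = 10). Without LCR rat 12 and HCR rat 19 this r was -0.496. HCR rats had a mean of 6787.5 and LCR rats of 11429.7 such tiles (exact permutation test, p = 0.167). The separation on PC2 stayed free of overlap with each rat left out in turn, although its exact permutation p was 0.0952 without HCR rat 1 and 0.0833 without HCR rat 15. The exact permutation p was 0.0238 without HCR rat 11 and 0.0119 without HCR rat 19, also at 3 HCR rats.

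**Figure D1:**
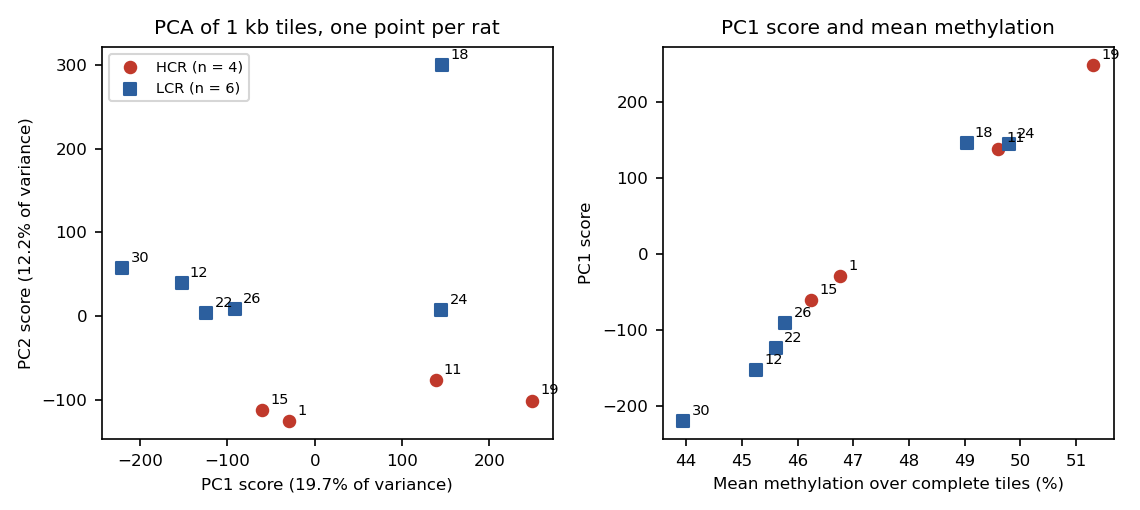
PCA scores of the 10 rats (left, PC1 and PC2 with their shares of variance) and PC1 score against mean methylation in percent over the tiles with a value in every rat (right). Each point is 1 rat with its number, circles for HCR and squares for LCR. All HCR rats lie at or below -76.5 on PC2, all LCR rats lie above 0, and PC1 rises with mean methylation from 43.9% to 51.3%.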

PCA of RRBS methylation data showed clear separation between HCR and LCR samples, with PC1 and PC2 explaining 25.1% and 12.0% of the variance (Figure 1C). 

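The tile at an exon of Sgk2, a kinase of the SGK family, was among the clearest differences between the lines. It lies on chromosome 3 from 151656001 to 151657000 of mRatBN7.2, and its methylation was 47.7% ± 9.47 (SD, n = 4) in HCR rats and 5.54% ± 2.89 (SD, n = 6) in LCR rats, a difference of 42.1 points (standard error 3.94, adjusted p = 0.0174 from limma). A tile in an intron of Rph3al, which encodes a Rab effector of exocytosis, was at 58.5% against 11.6% (adjusted p = 0.0356 from limma), and one in an intron of the protein kinase C gene Prkcb at 89.01% against 53.4% (adjusted p = 0.0372). In the opposite direction, an exonic CpG island tile of Runx1, a transcription factor of blood cell development, on chromosome 11 from 31928001 to 31929000 was at 59.2% ± 10.2 (SD, n = 4) in HCR rats and 95.5% ± 2.42 (SD, n = 6) in LCR rats, -36.3 points (standard error 4.15, limma adjusted p = 0.0317). The SNARE gene Vti1a (intron, -25.2 points, limma adjusted p = 0.0291) and the integrin gene Itgal (exon, -22.4 points, adjusted p = 0.0182) were also lower in HCR rats. Limma called 151 DMRs, 102 higher and 49 lower in HCR rats, 67.5% of them higher; the median difference was 27.1 points among the former and -26.6 among the latter. Among all tested tiles with a value in every rat, 1.89% had no overlap between the HCR and LCR rats. The average expected over all splits into 4 and 6 rats is about 0.952%. Single splits can lie far from that average because tiles share the rats. The share in other splits was not computed, so an excess over chance is not shown. At an unadjusted p under 0.005 and 5 points, 1816 tiles were found, 75.8% of them higher in HCR rats. With the mean of each rat set to the common mean, 139 DMRs were called, 66 higher and 73 lower. That step shifts every tile of a rat by the same number of points. The lines differed by 0.124 points in tiles under 5% and by 3.47 at 20 to 80%, so tiles of low or high level can be moved too far. After it 42.8% of the tested tiles were higher in HCR rats, against 64.7% before. After quantile normalization 114 DMRs were called, 27 higher and 87 lower. The number of DMRs depended on each rat: it was 22, 66, 100 and 40 without HCR rats 1, 11, 15 and 19 in turn. It was 69, 62, 68, 69, 47 and 59 without LCR rats 12, 18, 22, 24, 26 and 30. Without HCR rat 1, 45.5% were higher in HCR rats, but 78.5% of the tiles at an unadjusted p under 0.005 and 5 points were. The Sgk2, Runx1, Vti1a and Itgal tiles passed in all 10 of these tests, but not with the number of tiles without a value as a covariate, a setting chosen after the data were seen. That setting left 7 DMRs, 1 higher and 6 lower.

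**Figure D2:**
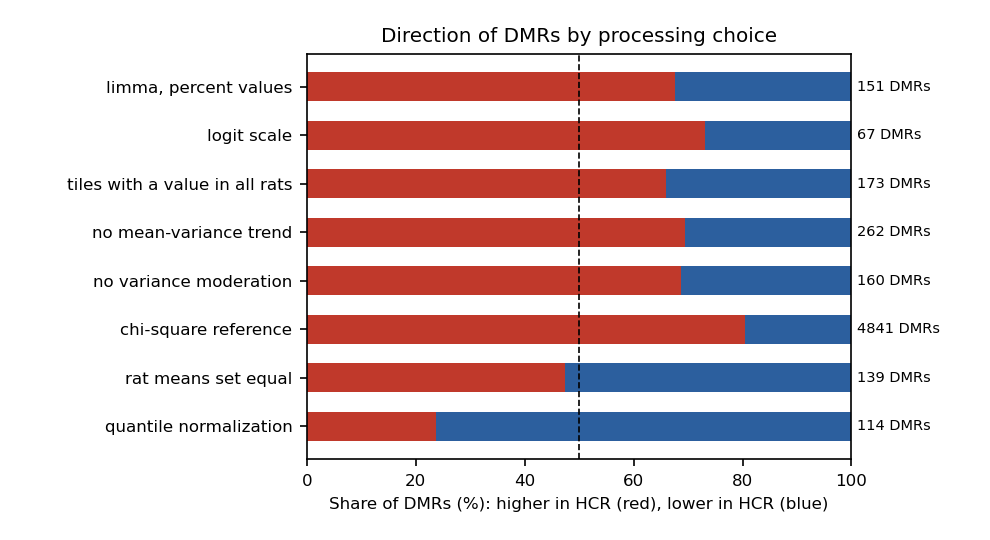
Share of DMRs in percent that were higher (red) or lower (blue) in HCR rats under 8 processing choices, with the number of DMRs beside each bar and a dashed line at 50%. The share higher in HCR rats is 67.5% with limma on percent values, 80.5% with a chi-square reference distribution, 47.5% with the rat means set equal and 23.7% after quantile normalization. The chi-square reference was applied to ordinary t statistics of the percent values, not to counts.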

Differential methylation analysis identified 6452 significant DMRs, including 5319 hypermethylated DMRs (82.4%) and 1133 hypomethylated DMRs (17.6%) in HCR relative to LCR rats (Figure 1D, Table S1). 

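Exonic tiles with large differences included one at Ctnnd1, which encodes p120 catenin, on chromosome 3 from 69691001 to 69692000, at 73.2% ± 13.1 (SD, n = 4) in HCR rats and 26.3% ± 8.07 (SD, n = 6) in LCR rats (adjusted p = 0.0931 from limma), and one at Heatr1, a gene of ribosome biogenesis, at 97.9% against 75.6% (adjusted p = 0.0418). In introns, tiles of the extracellular matrix gene Frem3 (79.2% against 32.6%, limma adjusted p = 0.0803) and of Ehbp1, a gene of endocytic traffic (59.9% against 13.8%, adjusted p = 0.0685), were higher in HCR rats, and a tile of Cln6, a gene of neuronal ceroid lipofuscinosis, was lower (60.8% against 90.6%, adjusted p = 0.0679). The promoter tile shared by Ndufaf8 and Tepsin was at 26.8% against 1.78% (limma adjusted p = 0.0704). Features were taken from the paper's tables, of which the first 1999 of the 6452 rows of Table S1 and the 662 rows of Table S4 were used, so a share of each feature among all tiles was not computed. In these rows 98 of the 151 DMRs were intergenic or unannotated. Another 36 carried a gene, with 17 tiles in introns, 14 in exons, 4 in promoters and 1 upstream, and 17 DMRs were in none of the rows. Among the listed tiles, which the study chose on these rats, the 68 promoter tiles had a median methylation of 35.5% in HCR and 26.01% in LCR rats and the 822 exonic tiles 79.5% and 69.8%. The first rows of Table S1 hold 633 exonic tiles but no promoter tile in the open sea, so these levels do not compare the features. Ctnnd1, Frem3 and Cln6 each passed in 1 of the 10 tests that left out 1 rat, the Ndufaf8 and Tepsin tile also in 1, Ehbp1 in 3 and Heatr1 in 5.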

Among gene‐associated DMRs, intronic and exonic regions represented the largest fractions, whereas promoter‐associated DMRs accounted for a smaller proportion (Figure 1E). DMRs were distributed across chromosomes, with hypermethylated regions outnumbering hypomethylated regions on each chromosome (Figure 1F,G). 

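DMRs called with limma were found on chromosomes 1 to 20 and on X. The largest numbers were on chromosome 2, with 10 higher and 8 lower in HCR rats, chromosome 8 (8 and 9) and chromosome 1 (8 and 7). Per 1000 tested tiles, chromosome 8 held 1.89 DMRs, chromosome 19 1.76, chromosome 1 0.827 and X 0.192. DMRs higher in HCR rats outnumbered the lower ones on 14 of 21 chromosomes, equalled them on 3 (4, 12 and 15) and were fewer on 4 (8, 9, 11 and X), most of these counts being small. Among the tiles with an unadjusted p under 0.005 and 5 points, those higher in HCR rats outnumbered the lower ones on all 21 chromosomes, from 28 against 10 on X to 133 against 37 on chromosome 1. With the mean of each rat set to the common mean, this held on 12 chromosomes, with 3 equal and 6 the other way. No test was run per chromosome, since tiles of a chromosome come from the same rats.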

CpG context analysis showed that most DMRs were located in open‐sea regions (Figure 1H). Together, these findings indicate that high intrinsic exercise capacity is associated with a predominantly hypermethylated DMR profile enriched in open‐sea and gene‐body‐associated regions.

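Single DMRs lay in each CpG context. The Runx1 tile lies in a CpG island, the Cln6 tile in a shelf and the Ndufaf8 and Tepsin tile in a shore, while those of Sgk2, Itgal and Heatr1 lie in the open sea. In the 1999 rows of Table S1 used, 102 of the DMRs called with limma were in the open sea (69 higher and 33 lower in HCR rats), 9 in islands, 5 in shores and 4 in shelves. Of the 102, 94 were intergenic or unannotated. The table is sorted by context and these are its first rows, so the counts give no share of all DMRs, and no test was made on them. Among the listed tiles, chosen by the study on these rats, the 129 island tiles had a median of 26.4% in HCR and 19.3% in LCR rats, and the 1352 open sea tiles 83.5% and 72.4%. These open sea tiles are exonic (633) or intergenic or unannotated (719) alone, where the other contexts hold every feature. The median difference was 6.91 points in islands, 10.8 in shores, 11.8 in shelves and 12.1 in the open sea.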

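By methylation level, there were 1.29 DMRs per 1000 tested tiles at a mean of 5 to 20%, 1.18 at 20 to 80% and 0.818 at 80 to 95%. Tiles at 20 to 80% made up 40% of the tested tiles and 54.97% of the DMRs, 59 higher and 24 lower in HCR rats. Tiles at 5 to 20%, which include the Ndufaf8 and Tepsin tile, held 23 higher and 1 lower. In tiles at 80 to 95% the balance was 18 higher and 24 lower, the latter including the tiles of Itgal and Vti1a. At an unadjusted p under 0.005 and 5 points it went the other way in these tiles, 372 higher and 204 lower. Tiles under 5%, 15.4% of those tested, held 2 DMRs, and tiles at 95% and over held 0, with 11 of the latter at that unadjusted limit. These levels are averages over the rats used in the test, and a difference of 5 points is hard to reach next to 0 and 100%. The limit itself therefore leaves few DMRs there. Since LCR rats outnumber HCR rats in these averages, low levels leave more room for a rise in HCR rats and high levels for a fall. The balance of higher and lower tiles by level is thus in part set by the group sizes. From the excess of hypermethylated DMRs and their places in the open sea, introns and exons, the paper concludes that high intrinsic exercise capacity goes with a mainly hypermethylated profile of gene bodies and open sea regions.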

### 3.2 Hypermethylated DMR‐Associated Genes in HCR Brains Show Context‐Dependent Functional Enrichment

To characterize the functional features of genes associated with hypermethylated DMRs, we performed KEGG and GO‐BP enrichment analyses stratified by primary genomic feature (Figure 2, Tables S2 and S3). This analysis revealed a feature‐dependent enrichment pattern, with the most evident signals observed among intron‐ and exon‐associated hypermethylated DMR genes.

**FIGURE 2:**
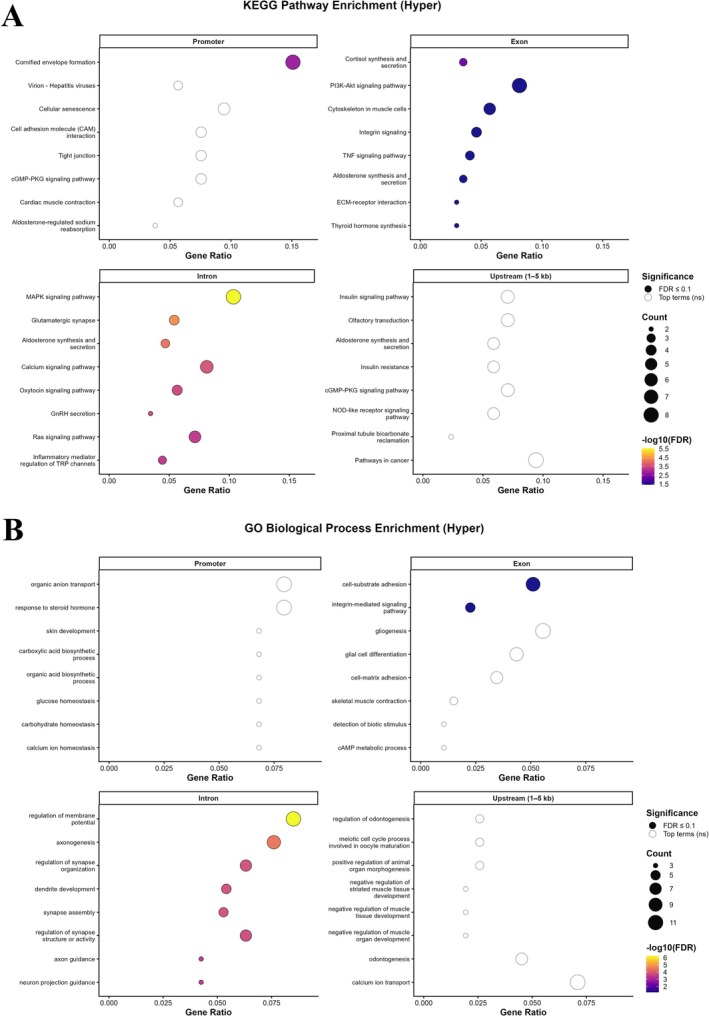
Functional enrichment analysis of hypermethylated DMR‐associated genes in aged HCR and LCR rat brains. (A) KEGG pathway enrichment analysis of genes associated with hypermethylated DMRs, stratified by primary genomic feature, including promoter, exon, intron, and upstream (1–5 kb) regions. (B) Gene Ontology Biological Process (GO‐BP) enrichment analysis of genes associated with hypermethylated DMRs, stratified by primary genomic feature, including promoter, exon, intron, and upstream (1–5 kb) regions. The *x*‐axis indicates gene ratio. Dot size represents gene count. Dot color indicates enrichment significance as −log_10_(FDR). Filled circles indicate terms meeting the significance threshold (FDR ≤ 0.1), whereas hollow circles represent top‐ranked terms that did not pass the FDR threshold but were retained for display.

In the KEGG analysis, intron‐associated hypermethylated DMR genes showed the most prominent enrichment profile, including MAPK signaling, glutamatergic synapse, calcium signaling, and Ras signaling, together with additional terms such as oxytocin signaling and GnRH‐related pathways. 

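Of the 424 intronic tiles listed in the paper's tables as used here, 360 were higher in HCR rats, and signaling genes were not tested against that share. The rows of Table S1 used hold only 11 island, 48 shelf and 61 shore tiles in introns. The other intronic tiles come from Table S4 alone, whose DMRs correlate with VO2max in the paper. The intronic counts here are therefore no plain sample of the paper's intronic DMRs. Of genes of the MAPK cascade, 7 intronic tiles were listed, 7 higher and 0 lower. One large difference was at Map3k5, which encodes the stress-responsive kinase ASK1, whose tile on chromosome 1 from 14780001 to 14781000 was at 60.3% ± 23.8 (SD, n = 4) in HCR rats and 12.4% ± 14.1 (SD, n = 6) in LCR rats, with wide spread in both lines (adjusted p = 0.292 from limma). A tile of Map2k6, a kinase upstream of p38, was at 43.02% against 13.5% (limma adjusted p = 0.480). Calcium signaling genes had 9 intronic tiles, 7 higher and 2 lower, and the Prkcb tile alone passed the test over all tiles. Tiles of Camk1d (90.2% against 63.5%, limma adjusted p = 0.295), the ryanodine receptor gene Ryr2 (17.7% against 5.99%, adjusted p = 0.304) and the inositol trisphosphate receptor gene Itpr2 (64.4% against 78.8%, adjusted p = 0.314) did not pass. Glutamate receptor and scaffold genes had 8 intronic tiles, 6 higher and 2 lower, none past the test. They include the kainate receptor gene Grik4 (24.5 points, limma adjusted p = 0.344), and the postsynaptic scaffold genes Shank2 (11.9 points, adjusted p = 0.432) and Dlgap2 (-17.9 points, adjusted p = 0.432). Ras and Rap regulators had 3 intronic tiles, all higher, among them Rasgrf1, a Ras exchange factor of neurons (20.9 points, limma adjusted p = 0.529). Over all features, 17 of 18 tiles of the MAPK list passed when adjusted over the list alone (all higher), 19 of 21 of the calcium list (15 higher and 4 lower), 14 of 16 of the glutamate list (12 higher and 2 lower) and all 6 of the Ras and Rap list (4 higher and 2 lower, the lower ones exonic). These tiles were chosen by the study on the same rats, so these counts and directions are not independent evidence, and an enrichment test was not run. The Prkcb call was lost without HCR rat 1 or 19, after quantile normalization and with the number of tiles without a value as a covariate.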

In parallel, GO Biological Process analysis of the same intronic gene set highlighted regulation of membrane potential, axonogenesis, dendrite development, regulation of synapse organization, synapse assembly, and axon guidance. 

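Genes of synaptic vesicles and synaptic adhesion had 5 listed intronic tiles, all higher in HCR rats. As above, the listed intronic tiles come in part from Table S4 alone. A tile of Rims2, an active zone protein gene, lies on chromosome 7 from 70433001 to 70434000 and was at 19% ± 2.94 (SD, n = 4) in HCR rats and 5.54% ± 4.11 (SD, n = 5) in LCR rats (adjusted p = 0.115 from limma), and a tile of the synapsin gene Syn3 at 45.4% against 16.05% (adjusted p = 0.232). The 5 intronic tiles did not pass the test over all tiles, and the one tile of this list that did is exonic, at the liprin gene Ppfia4 (87.2% against 65.3%, limma adjusted p = 0.0803; it passed in 1 of the 10 tests that left out 1 rat). Axon guidance genes had 3 intronic tiles, all higher, including Ablim1, which encodes an actin-binding LIM protein (25.3 points, limma adjusted p = 0.392). The exonic tile of the guidance receptor gene Robo2 differed by 21.5 points (limma adjusted p = 0.338). Voltage-gated channel genes had 3 intronic tiles that went both ways. Kcnh4 was at 92.95% against 74.5% (limma adjusted p = 0.331) and Kcnh8, of the same potassium channel family, at 41.3% against 74.1% (adjusted p = 0.328). Of the GABA synapse list, an intronic tile of the GABA-B receptor gene Gabbr2 was at 13.7% against 6.69% (limma adjusted p = 0.155). Over all features, 9 of 9 tiles were higher in the synaptic list, 16 of 18 in axon guidance, 8 of 11 in the channel list and 3 of 4 in the GABA list. Adjusted over the list alone, 9, 17, 10 and 4 tiles of these lists passed, which is not independent evidence because the study chose the tiles on these rats.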

Exon‐associated hypermethylated DMR genes also displayed significant enrichment. In KEGG analysis, the major enriched pathways included PI3K‐Akt signaling, TNF signaling, and ECM/integrin‐related pathways, whereas GO terms were mainly related to cell‐substrate adhesion and integrin‐mediated signaling pathways.

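Extracellular matrix and integrin genes had 21 listed exonic tiles, 19 higher and 2 lower in HCR rats. An exonic tile of Col1a1, the type I collagen gene, on chromosome 10 from 79886001 to 79887000 was at 42.2% ± 15.2 (SD, n = 4) in HCR rats and 11.7% ± 5.97 (SD, n = 6) in LCR rats (adjusted p = 0.222 from limma). Tiles of Col2a1 (31.7 points, limma adjusted p = 0.325) and of the basement membrane collagen gene Col4a1 (8.99 points, adjusted p = 0.232) were on the same side. The one tile of this list past the test over all tiles was that of Itgal, the alpha chain of a leukocyte integrin, which was lower in HCR rats. The PI3K-Akt-mTOR genes had 4 exonic tiles, 3 higher and 1 lower, none past the test. Akt1 was at 92.3% ± 1.36 (SD, n = 4) in HCR rats and 86.2% ± 2.95 (SD, n = 6) in LCR rats (limma adjusted p = 0.552), and Rps6kb1, which encodes an S6 kinase, at 62.9% against 92.2% with 3 rats of each line (adjusted p = 0.521). Of TNF and NF-kB genes, 8 exonic tiles were listed, 7 higher and 1 lower, none past the test, with Ikbkb, a kinase that activates NF-kB, at 93.5% against 77.2% (limma adjusted p = 0.451). Over all features, 22 of 24 matrix and integrin tiles, 8 of 12 PI3K-Akt-mTOR tiles and 12 of 13 TNF and NF-kB tiles were higher in HCR rats, and 23, 12 and 13 of them passed when adjusted over the list alone. The study chose these tiles on the same rats, so neither the directions nor the counts are independent evidence.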

By contrast, promoter‐ and upstream‐associated hypermethylated DMR genes showed fewer FDR‐significant enriched terms. 

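The paper's tables as used here list 68 promoter tiles, 60 higher in HCR rats, and 121 upstream tiles, 110 higher, all chosen by the study on these rats. Limma called 4 of the promoter tiles and 1 of the upstream tiles as DMRs. The promoter tile of Pcdhb5, a clustered protocadherin gene, lies on chromosome 18 from 29028001 to 29029000 and was at 30.01% ± 8.51 (SD, n = 4) in HCR rats and 5.01% ± 3.91 (SD, n = 5) in LCR rats (adjusted p = 0.0869 from limma; it passed in 1 of the 10 tests that left out 1 rat). Promoter tiles of the mitochondrial DNA polymerase gene Polg (35.6% against 20.6%, limma adjusted p = 0.510), the GABA receptor gene Gabrr1 (85.3% against 69.3%, adjusted p = 0.573) and the imprinted gene Meg3 (36.4% against 24.7%, adjusted p = 0.556) did not pass. Upstream tiles included Ralgds, a Ral exchange factor gene (9.20 points, limma adjusted p = 0.346), and Srgap1, a GTPase activator of the Slit and Robo pathway (27.6 points, adjusted p = 0.412).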

Several top‐ranked terms were retained for visualization, but only a small number reached the significance threshold. Overall, these findings suggest that the functional enrichment of hypermethylated DMR‐associated genes was more apparent in intronic and exonic regions. This context‐dependent enrichment pattern indicates that the main functional signals of hypermethylated DMR‐associated genes were concentrated in gene‐body and non‐promoter genomic contexts.

### 3.3 Protein Profiling Reveals Cortical Signaling and Inflammation‐Related Differences Aligned With DNA Methylation Enrichment in Aged HCR Rats

To assess whether the signaling pathways highlighted by DNA methylation enrichment were paralleled at the protein level, we examined selected cortical signaling, synaptic, inflammation‐related, oxidative stress, and metabolic markers by Western blotting (Figure 3). Within the MAPK‐related panel, ERK1/2 phosphorylation was higher in HCR rats, whereas total ERK1/2 abundance was unchanged (Figure 3A). JNK phosphorylation did not differ between groups, while total JNK2 and p38 abundances were higher in HCR rats, indicating selective differences in MAPK‐related signaling.

**FIGURE 3:**
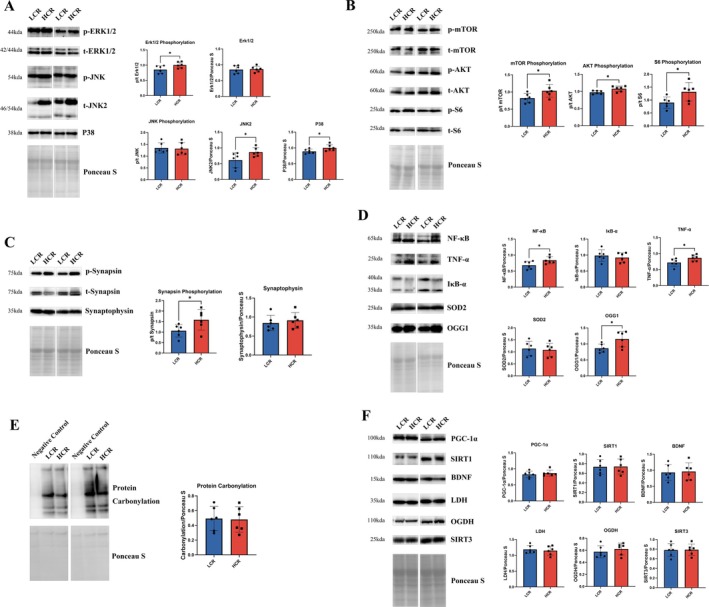
Cortical protein profiles in aged HCR and LCR rats. (A) Representative Western blots and quantification of phospho‐ERK1/2, total ERK1/2, phospho‐JNK, total JNK2, and p38. (B) Representative Western blots and quantification of phospho‐mTOR, total mTOR, phospho‐AKT, total AKT, phospho‐S6, and total S6. (C) Representative Western blots and quantification of phospho‐synapsin, total synapsin, and synaptophysin. (D) Representative Western blots and quantification of NF‐κB, TNF‐α, IκB‐α, SOD2, and OGG1. (E) Protein carbonylation blot and quantification. (F) Representative Western blots and quantification of PGC‐1α, SIRT1, BDNF, LDH, OGDH, and SIRT3. Data are presented as mean ± SD. *p < 0.05 between groups.

We next examined the AKT‐mTOR‐S6 axis, which was also highlighted by the enrichment analysis. HCR rats showed higher phosphorylation of mTOR, AKT, and S6 (Figure 3B), consistent with increased activity of this signaling axis. Among synaptic markers, synapsin phosphorylation was higher in HCR rats, whereas synaptophysin abundance was unchanged (Figure 3C), suggesting altered synaptic signaling rather than a broad increase in synaptic structural protein abundance. Because methylation enrichment also highlighted inflammation‐related pathways, we assessed inflammatory and stress‐responsive proteins. NF‐κB and TNF‐α abundance were higher in HCR rats, whereas IκB‐α and SOD2 did not differ between groups (Figure 3D). OGG1, a DNA repair‐related protein, was also higher in HCR rats. In contrast, protein carbonylation was unchanged (Figure 3E), suggesting that these inflammation‐ and DNA repair‐related changes were not accompanied by detectable increases in global protein oxidative damage. Finally, selected exercise‐responsive neurotrophic and metabolic/mitochondrial markers, including PGC‐1α, SIRT1, BDNF, LDH, OGDH, and SIRT3, did not differ between groups (Figure 3F).

Overall, these findings indicate that high intrinsic exercise capacity is associated with a cortical protein profile marked by enhanced MAPK‐, AKT‐mTOR‐S6‐, and synapsin‐related signaling, together with inflammation‐ and DNA repair‐related protein changes in the aged brain.

### 3.4 Exploratory Associations Between DMR Methylation and VO_2_max in Aged LCR and HCR Rats

To explore whether hippocampal methylation variation was associated with aerobic performance in aged LCR and HCR rats, we correlated per‐animal methylation levels of significant DMRs with individual VO_2_max values. This exploratory analysis identified 46 VO_2_max‐associated DMRs at FDR < 0.05 (Figure 4, Table S4). These DMRs showed both positive and negative correlation directions and were mainly located in intronic and exonic regions (Figure 4A,B). 

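At the 46 tiles of Table S4 with an FDR under 0.05, methylation was higher in HCR rats at 42 and lower at 4. Among the loci the paper plots, differences were found at Il18bp, which encodes an interleukin-18 binding protein (60.6% against 28.97%, 31.7 points), at the metabotropic glutamate receptor gene Grm3 (22.1 points) and at the DNA replication gene Pcna (18.9 points). The size of the difference ranged from 6.59 to 31.7 points, with a median of 12.3 points among the tiles with a positive correlation in the paper and -8.19 among those with a negative one. HCR and LCR rats had no overlap at 31 of these tiles and overlapped at 15. None of the 46 passed limma's test over all tiles (adjusted p from 0.284 to 0.754). With limma, 39 had an unadjusted p under 0.05, and all 46 passed when adjusted over the 46 alone. With a chi-square reference distribution for ordinary t statistics of the percent values, 41 passed over all tiles. The study selected these tiles as DMRs and on their correlation in the same rats. The directions, the lack of overlap and the counts that passed are therefore not independent evidence. On simulated values limma recovered 0 of 50 tiles changed by 10, 20 or 30 points at these limits, so a tile that did not pass is not shown to be equal between the lines. In that simulation few tiles were changed, all of intermediate level. Real DMRs higher in HCR rats differed by as little as 5.40 points, so the simulated recovery is no rate for these 46 tiles. Without HCR rat 19, 26 passed of the 43 tiles that could be tested, adjusted over these alone. VO2max values of single rats were not used here, so the correlations themselves were not recomputed. The paper left 1 LCR rat out of them and its text does not name it, so all 6 LCR rats are given here. The paper presents these tiles as exploratory candidates aligned with VO2max.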

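The exonic tile of Ssh3, a phosphatase that acts on cofilin, on chromosome 1 from 201560001 to 201561000 was at 91.2% ± 3.26 (SD, n = 4) in HCR rats and 81.9% ± 5.09 (SD, n = 6) in LCR rats, with no overlap between the lines (adjusted p = 0.527 from limma). The paper's reported correlation with VO2max is 0.980. Upstream of Slc6a9, the glycine transporter gene, the tile on chromosome 5 from 131369001 to 131370000 was at 24.3% ± 3.01 (SD, n = 4) in HCR rats and 15.3% ± 2.95 (SD, n = 6) in LCR rats (limma adjusted p = 0.331). A promoter tile of Dnmt3l, a cofactor of de novo DNA methylation, was at 91.5% against 81.8% (limma adjusted p = 0.545). Intronic tiles of Agap1, an Arf GTPase activator gene, and of the chromatin remodeler gene Chd7 on chromosome 5 from 21847001 to 21848000 were at 35.3% against 17.04% (limma adjusted p = 0.470) and 54.9% against 39.4% (adjusted p = 0.680), and at the latter the lines overlapped. Another intronic Chd7 tile, from 21870001 to 21871000, was at 44.9% against 34.8% with no overlap (limma adjusted p = 0.745). HCR rat 19 stood apart from the other HCR rats at Agap1 (49.8%, the others up to 31.3%) and at Dnmt3l (95.9%). Over the 46 VO2max tiles it was the most extreme HCR rat, in the direction of the difference, at all 45 where it has a value, 41 of them higher and 4 lower in HCR rats. Lower values in HCR rats were found at an intronic tile of Lrch1 on chromosome 15 from 50131001 to 50132000, 1.81% ± 2.02 (SD, n = 4) in HCR rats and 9.93% ± 3.68 (SD, n = 6) in LCR rats (limma adjusted p = 0.284). The promoter tile of the palmitoyltransferase gene Zdhhc7 on chromosome 19 from 48157001 to 48158000 was also lower, 24.1% ± 1.72 (SD, n = 4) in HCR rats and 44.9% ± 8.62 (SD, n = 6) in LCR rats (limma adjusted p = 0.421). Exonic tiles of the extracellular matrix gene Emilin3 (89.1% against 97.4%, n = 4 and 4, adjusted p = 0.512 from limma) and of the NF-kB regulator gene Bcl3 (82.1% against 88.7%, adjusted p = 0.633) were also lower, with overlap at Bcl3.

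**Figure D3:**
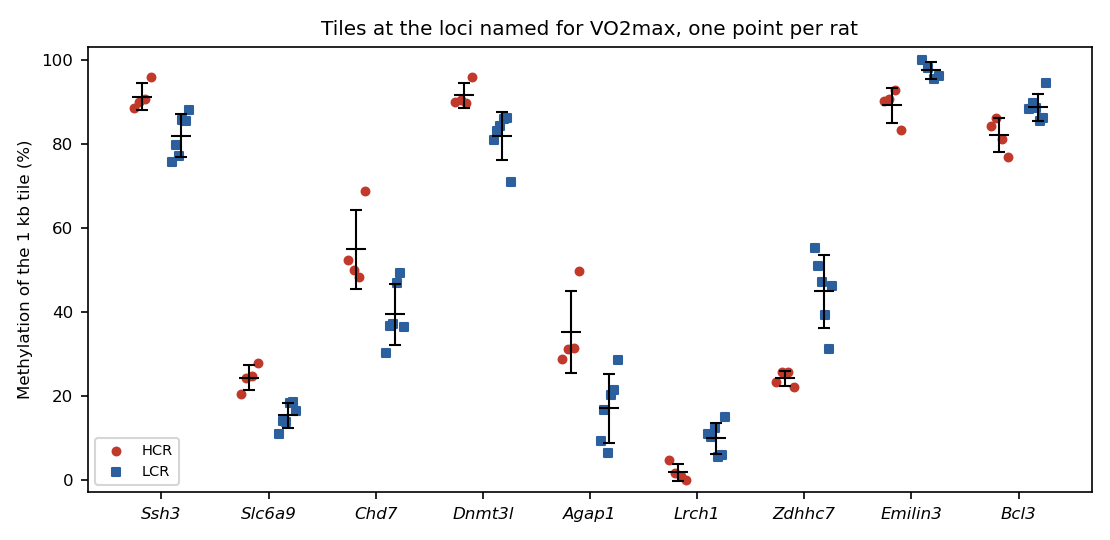
Methylation in percent of the 1 kb tile at 9 loci, 1 point per rat, circles for HCR and squares for LCR, with the mean and SD of each line in black. HCR rats lie above all LCR rats at Ssh3, Slc6a9, Dnmt3l and Agap1 and below all of them at Lrch1, Zdhhc7 and Emilin3, and the lines overlap at Bcl3 and at the Chd7 tile shown, the one from 21847001.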

Representative positively correlated loci were annotated to Ssh3, Slc6a9, Chd7, Dnmt3l, and Agap1, whereas negatively correlated loci included Lrch1, Zdhhc7, Emilin3, and Bcl3 (Figure 4B,C). Given the limited sample size, these exploratory results should be interpreted as VO_2_max‐aligned candidate methylation regions that require validation in future studies.

**FIGURE 4:**
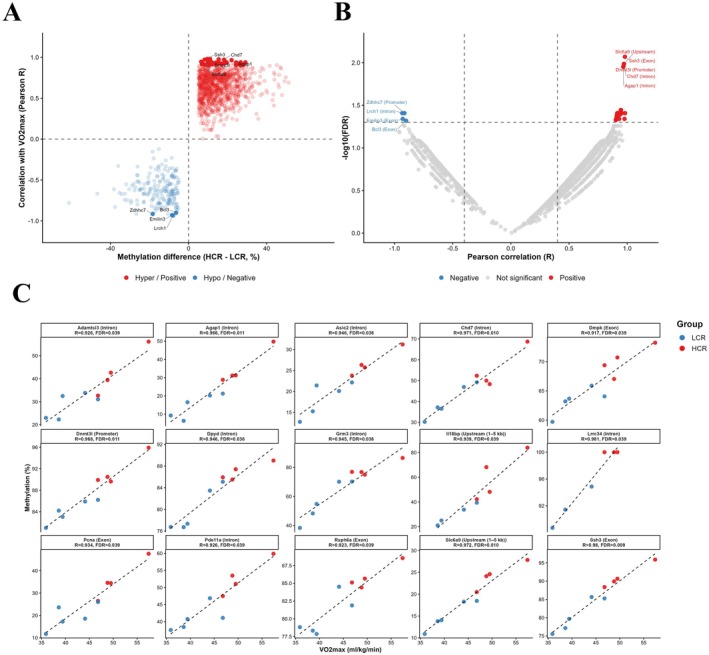
Exploratory associations between DMR methylation and VO_2_max in aged HCR and LCR rats. (A) Starburst plot showing the relationship between HCR–LCR methylation difference and Pearson correlation with VO_2_max for significant DMRs. (B) Correlation volcano plot showing Pearson correlation coefficients versus −log_10_(FDR) for DMR methylation–VO_2_max associations. Representative top positive and negative loci are labeled with gene symbol and primary genomic feature. (C) Scatter plots for representative top‐ranked VO_2_max‐associated DMRs, showing methylation level (%) versus VO_2_max for individual animals. Points are colored by group.

## 4 Discussion

The present study suggests that high intrinsic exercise capacity in aged rats is associated with a distinct brain molecular phenotype involving DNA methylation differences and a parallel protein signaling profile. Compared with LCR animals, the aged HCR hippocampus showed a distinct and context‐dependent DMR profile, characterized by a higher proportion of hypermethylated DMRs and enrichment in open‐sea CpG and gene‐body contexts. Functional enrichment of hypermethylated DMR‐associated genes highlighted pathways related to MAPK, calcium, PI3K‐Akt, TNF, and synaptic regulation. In parallel, cortical protein profiling showed higher phosphorylation of ERK1/2, AKT‐mTOR‐S6, and synapsin‐related signaling proteins, together with higher abundance of inflammation‐ and DNA repair‐related proteins. Together, these findings indicate that high intrinsic aerobic capacity is linked to a biologically complex aged brain molecular profile rather than a uniformly protective phenotype.

One notable feature of the present methylation dataset is that the HCR‐associated DMR profile was predominantly hypermethylated and preferentially located in open‐sea CpG regions and gene‐body features, particularly intronic and exonic regions. Previous exercise intervention studies have shown that physical activity can modulate brain epigenetic regulation, often through promoter‐level changes in plasticity‐related genes such as Bdnf, together with changes in DNMT/TET‐related pathways (Zheng et al. 2025). By contrast, the pattern observed in the present study suggests that aerobic capacity is associated less with a promoter‐centered model and more with a gene‐body‐enriched methylation pattern (Bittel and Chen 2024; Neri et al. 2017). Such patterns are consistent with accumulating evidence that brain DNA methylation is not confined to promoter regions, but also extends to gene bodies and distal regulatory elements, where it may contribute to long‐term regulatory programs (Bittel and Chen 2024; Etayo‐Urtasun et al. 2024; Halder et al. 2016; Maasar et al. 2021; Neri et al. 2017; Vasileva et al. 2024; Zhou, Mozaffaritabar, Tanisawa, et al. 2025). One important question is how the gene‐body hypermethylation should be interpreted. Unlike promoter methylation, which is generally associated with transcriptional repression, gene‐body methylation is often enriched within actively transcribed genes and may contribute to transcriptional fidelity by limiting spurious intragenic transcription initiation (Neri et al. 2017). Therefore, the hypermethylated DMRs observed in HCR rats should not be interpreted simply as markers of gene silencing. An additional observation is that the core DNA methylation‐related enzymes TET1/2 and DNMT3A/B were unchanged. Thus, the HCR‐associated methylation profile was not paralleled by detectable changes in these canonical methylation‐ or demethylation‐related enzymes (Zhou, Mozaffaritabar, Tanisawa, et al. 2025).

The context‐dependent enrichment analysis further supports the importance of non‐promoter hypermethylated DMRs in the HCR‐associated methylation profile. In particular, intronic and exonic hypermethylated DMR‐associated genes were enriched for pathways related to MAPK signaling, calcium signaling, synaptic regulation, PI3K‐Akt signaling, TNF signaling, and cell‐adhesion processes. These pathway‐level findings were broadly aligned with the cortical protein profile, particularly the MAPK‐related changes, including higher ERK1/2 phosphorylation and increased p38 and JNK2 abundance, together with higher AKT‐mTOR‐S6 signaling, synapsin phosphorylation, and inflammation‐related protein abundance. Together, these findings suggest a pathway‐level alignment between the HCR‐associated methylation profile and cortical protein signaling changes.

An important conceptual implication of this study is that the aged HCR brain phenotype should not be interpreted simply as “better” or uniformly protected. On the one hand, higher phosphorylation of ERK1/2, AKT‐mTOR‐S6 axis components, and synapsin points to greater engagement of pathways related to synaptic integrity and plasticity, protein synthesis, and structural remodeling (Cesca et al. 2010; Halder et al. 2016; Lister et al. 2013; Radak et al. 2008; Thomas and Huganir 2004). On the other hand, HCR rats also showed higher abundance of JNK2, p38, NF‐κB, TNF‐α, and OGG1, indicating concomitant activation of stress‐, inflammation‐, and DNA repair‐related processes (Glass et al. 2010; Radak et al. 2024). This is relevant to our previous findings showing that lifelong skeletal muscle PGC‐1α overexpression increased running capacity in aged mice while simultaneously compromising brain health and promoting oxidative stress and inflammation (Zhou, Mozaffaritabar, Koltai, et al. 2025). In the present study, inherited high aerobic capacity was likewise associated with an inflammatory signature in the aged brain. It is also crucial to highlight that some studies have shown that physiological elevations of these stress kinases and cytokines (TNF, NF‐κB, JNK, p38) are also obligatory for synaptic scaling and hormetic adaptation (Coffey 2014; Santello and Volterra 2012), acting as double‐edged swords. Importantly, several canonical markers commonly associated with exercise‐induced neuroadaptation, including PGC‐1α, SIRT1, BDNF, SOD2, and SIRT3, were unchanged between groups (Wrann et al. 2013; Zhou et al. 2022). This dissociation highlights a fundamental distinction between intrinsic aerobic capacity and exercise intervention, suggesting that inherited fitness does not recapitulate the classical adaptation induced by training.

This mixed phenotype is important when interpreting the behavioral results. Although HCR rats tended to show lower escape latencies in the Morris water maze, the group difference was not statistically significant. Thus, the molecular differences observed between HCR and LCR brains did not translate into a clearly superior spatial learning phenotype in this assay. This may reflect the limited behavioral sample size, the high variability commonly observed in aged animals, or the possibility that increased signaling activity does not necessarily produce measurable cognitive improvement when inflammation‐ and stress‐related pathways are also elevated.

Exploratory VO_2_max correlation analysis provided an additional association layer between hippocampal methylation variation and aerobic performance in aged LCR and HCR rats. These loci included both positive and negative associations and were mainly annotated to gene‐body regions. Representative loci were linked to genes with potential relevance to synaptic signaling, neuronal plasticity, epigenetic regulation, membrane trafficking, and inflammation‐related transcriptional regulation (Glass et al. 2010; Halder et al. 2016; Neri et al. 2017). Given the limited sample size, these DMRs should be interpreted as candidate aerobic capacity‐associated methylation regions requiring future validation.

Several limitations should be acknowledged. First, the RRBS sample size was reduced after quality control, leaving a relatively small number of animals for methylation analyses. Second, the study was cross‐sectional and therefore does not establish causality. Third, RRBS and protein measurements were performed in different brain regions, with methylation assessed in the hippocampus and protein signaling examined in the cortex; therefore, the methylation–protein relationship should be interpreted as pathway‐level evidence rather than as direct region‐matched validation. Fourth, matched transcriptomic data and locus‐specific functional validation were not available, limiting direct interpretation of the regulatory consequences of the identified DMRs. Finally, only aged female rats were studied, and potential sex‐specific effects remain unknown.

## 5 Conclusion

In conclusion, high intrinsic exercise capacity in aged rats is associated with a distinct brain molecular profile characterized by hippocampal hypermethylation‐enriched DMR patterns, preferential localization to open‐sea and gene‐body regions, and parallel cortical signaling changes involving MAPK‐, AKT‐mTOR‐S6‐, synaptic‐, inflammation‐, and DNA repair‐related pathways. Rather than supporting a uniformly protective model, these findings suggest that intrinsic aerobic capacity is linked to a biologically complex aged brain state in which neuroplasticity‐related signaling and stress‐responsive features coexist. These results provide candidate methylation regions and signaling pathways for future studies investigating how fitness‐related traits influence brain aging.

## Author Contributions

L.Z. performed the data analysis, generated the figures, and drafted the manuscript; L.Z. and S.M. carried out the Western blot experiments; L.Z., E.K., and T.K. conducted the animal experiments, performed the VO_2_max testing; M.H., Y.G., and S.K. assisted with data interpretation; L.G.K. and S.L.B. provided the HCR/LCR rat models; Z.R. supervised the study and critically revised the manuscript. All authors have read and approved the final version of the manuscript.

## Funding

ZR acknowledges support from the National Science and Research Fund (OTKA142192) and HU‐RIZONT‐2025‐00096.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Table S1:** Significant differentially methylated regions between aged HCR and LCR rat hippocampal tissue. This table lists all significant differentially methylated regions (DMRs) identified by RRBS analysis between high‐capacity runner (HCR) and low‐capacity runner (LCR) rats. DMRs were defined using 1‐kb tiling windows with FDR < 0.10 and methylation difference > 5%. The table includes genomic coordinates, methylation difference, *p* value, *q* value, methylation direction, mean methylation levels in HCR and LCR groups, primary genomic feature, CpG context, and associated gene annotation. Positive methylation differences indicate hypermethylation in HCR relative to LCR, whereas negative values indicate hypomethylation in HCR relative to LCR.

**Table S2:** Gene Ontology Biological Process enrichment of DMR‐associated genes. This table provides Gene Ontology Biological Process enrichment results for genes associated with significant DMRs, stratified by methylation direction and primary genomic feature. Enrichment terms meeting FDR ≤ 0.10 are shown, including GO term ID, description, gene ratio, background ratio, enrichment statistics, adjusted *p* value, *q* value, associated genes, gene count, methylation direction, and genomic feature category.

**Table S3:** KEGG pathway enrichment of DMR‐associated genes. This table provides KEGG pathway enrichment results for genes associated with significant DMRs, stratified by methylation direction and primary genomic feature. Enriched pathways meeting FDR ≤ 0.10 are shown, including pathway category, subcategory, KEGG ID, pathway description, gene ratio, background ratio, enrichment statistics, adjusted *p* value, *q* value, associated genes, gene count, methylation direction, and genomic feature category.

**Table S4:** Significant correlations between DMR methylation levels and VO_2_max. This table lists DMRs whose methylation levels showed significant Pearson correlations with individual VO_2_max values (FDR ＜ 0.10). The table includes correlation coefficient, *p* value, FDR, DMR ID, methylation direction, primary genomic feature, associated gene symbols, methylation difference, q value, and feature annotation. Positive correlations indicate DMRs whose methylation levels were positively associated with VO_2_max, whereas negative correlations indicate inverse associations.

## Data Availability

Raw and processed methylation data are publicly available in the Gene Expression Omnibus (GEO) under accession number GSE328395.

How the deposited data were processed for this re-analysis (not part of the article)

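RRBS was carried out on hippocampal DNA of 4 HCR rats (1, 11, 15 and 19) and 6 LCR rats (12, 18, 22, 24, 26 and 30), females aged 23 to 24 months of generation 44. The deposited values are percent methylation per tile of 1000 bp: the authors trimmed reads with Trim Galore 0.6.10, checked them with FastQC and MultiQC, aligned them to mRatBN7.2 (rn7) with Bismark and Bowtie2, filtered CpGs on coverage and summed them in tiles with methylKit. An empty cell of the table was taken as no value. Read counts were not part of the values, so the depth per tile is unknown, and neither counting intervals nor a coverage minimum were applied. The chi-square test with a dispersion term that the paper ran on counts, and an F test on counts planned beside it, were not run. The main test was therefore made on the percent values.

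Each rat is 1 replicate, and its group was taken from the sample labels. HCR and LCR rats were compared in each tile with at least 3 values per group by limma 3.58.1 in R 4.3.3, with a mean-variance trend and no covariate. The p-values were adjusted by Benjamini-Hochberg over 176004 tiles, and a DMR had an adjusted p under 0.1 and a difference of at least 5 points. Levels and PCA used the 126459 tiles with a value in every rat, of which 126456 varied and were scaled to unit variance. Group means of levels and PCA scores were compared by 2-sided exact permutation over the 210 splits into 4 and 6 rats. Correlations used 100000 permutations. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used for summaries and figures. The tests were tested on simulated data with known differences, set in few tiles, all of intermediate level. Of 50 tiles changed by 40 points, limma recovered 6 at the limits above, and 37 at an unadjusted p under 0.005. Of 50 tiles each changed by 10, 20 or 30 points it recovered 0 at the limits above, and 2, 23 and 28 at an unadjusted p under 0.005. It also called 2 tiles that had not been changed, and with no change in any tile it made 0 calls. A chi-square reference distribution, applied to the squared ordinary t statistics of the percent values, made 2177 calls on the same data with no change. This is not the paper's test on counts, and its rate of false calls does not carry over to that test. It recovered 5, 30, 33 and 37 of the tiles changed by 10, 20, 30 and 40 points.

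Genes, features and CpG context of tiles came from the paper's tables, namely the first 1999 rows of Table S1, which is sorted by context and does not reach its end in the copy used, and the 662 rows of Table S4. Table S4 holds DMRs whose methylation correlated with VO2max in the paper, and many listed intronic tiles come from it alone. Because these tiles were selected by the study on the same rats, no enrichment, feature share or list mean was tested. The lists of genes were written before the data were examined and cover MAPK, Ras and Rap, glutamate, calcium, channel, GABA, synaptic, axon guidance, PI3K-Akt-mTOR, TNF and NF-kB, matrix and integrin, DNA methylation machinery, exercise, imprinted, protocadherin and sarcomere genes, and markers of neurons, astrocytes, oligodendrocytes, oligodendrocyte precursors, microglia and vessel cells. Many of them follow pathways or proteins that the paper reports, so they were not set blind to its results.

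The tiles named in the text follow a rule written before the data were examined but after the values in the paper's tables were seen. It takes the VO2max tiles of genes the paper names or plots, the 10 largest rises and 10 largest falls among DMRs with a gene, a value in every rat and no overlap (10 rises and 6 falls were found), at most 4 genes of each list with the smallest p, and the genes of Tet and Dnmt enzymes and of the proteins measured in the paper. The Il18bp, Grm3 and Pcna tiles come from the plotted VO2max loci.

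Alternatives were the logit scale, tiles with a value in every rat, a filter on SD, no trend, ordinary t statistics, a chi-square reference distribution, rat means set equal, quantile normalization, other limits, and leaving out each rat. Covariates for the mean level or the number of tiles without a value, and a PCA of the more variable tiles, were added after the data were seen. VO2max values of single rats, western blots and behavior were not analysed here.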

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

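The covariate settings were added after the data were seen. The limits of the test that uses tiles without a value were written before its result. The test of variants at an adjusted p under 0.05 and that of VO2max tiles within HCR rats were chosen after the result was seen. No limit was set before for the shares and calls after centring in other splits, or for the most extreme HCR rat. The other tests in this part were set before. LCR rat 18 lay far from the other LCR rats on PC2, at 300.1 against 3.207 to 57.27. It was also far from them in mean methylation of Y chromosome tiles (85.57%, the nearest other LCR rat at 80.94%), at an intronic tile of Bcl3 on chromosome 1 at 79480001 (7.471%, nearest 9.367%), at the promoter tile of Polg (28.97%, nearest 20.84%) and at an exonic tile of Nfkb1 (72.52%, nearest 86.51%). HCR rat 19 was far from the other HCR rats at tiles of Dnmt3l (95.93%, nearest 90.49%), Agap1 (49.77%, nearest 31.26%), Grm3 (86.49%, nearest 76.92%) and Rph3al (76.86%, nearest 54.57%). LCR rat 30 was far at Dnmt3l (70.76%, nearest 80.99%) and at the Inpp4b tile (85.47%, nearest 94.93%), and LCR rat 24 at the Sipa1l2 tile (42.98%, nearest 12.18%). Of 193 groups examined, 12 held such a rat, and chance gives about 9.65; 5 of the 12 were in LCR rat 18. Tiles assigned to the Y chromosome carried values in these female rats, 81.46% on average in HCR rats over the tiles with a value in every rat, which the paper does not report; their origin was not tested.

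Where more DMRs were higher than lower in HCR rats, incomplete conversion in the HCR libraries would raise unmethylated tiles at least as much as others, but the difference between the lines in tiles under 5% was only 0.03565 times that in tiles at 20 to 80%. With each rat's mean set to the common mean, 51.13% of tiles at an unadjusted p under 0.005 and 5 points were higher in HCR rats, against 75.8% before. Of 60 other splits with a share of at least 70% or at most 30%, 0 had such a share after centring (37.1 to 58.7% over 99 splits), so this value does not decide whether the level of single libraries is the cause. As unequal a share arose in 45 of 100 splits of the rats into 4 and 6, with 96.73% in the most unequal other split, so chance is not excluded for the excess. With the number of tiles without a value as a covariate the share was 63.05%, between the limits of 60 and 70%, so the level of the libraries, recovery of tiles and a biological difference between HCR and LCR rats cannot be told apart here.

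The number of DMRs stands apart from their direction. The real grouping gave 151 DMRs, and the highest of the other splits drawn gave 7. As many were called in 1 of 100 splits, the real one. Chance is therefore unlikely for the count called by limma, but only 100 of the 210 splits were run. With rat means set equal, 2 of 100 splits, the real one among them, gave as many. The 1816 tiles at an unadjusted p under 0.005 and 5 points were reached in 3 of 100 splits (highest other 2537). The 4841 DMRs of the chi-square reference were reached in 7 (highest other 9502), so chance is not excluded for that count. The split with those highest counts sets LCR rats 12, 22, 26 and 30, the 4 rats of lowest mean level, against the others. Limma called 3 DMRs in it, and 4634 once rat means were set equal (139 in the real one), so these calls arise with the centring. That split also had the largest difference in mean level of the 100, -3.65 points against 1.91 in the real one. Every other split that reached the real chi-square count also differed by more than the real one, the smallest by 2.86 points. The highest counts therefore go with the sorting of rats by level, and no further structure of the samples is shown. The cause of the levels was not tested.

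Large differences with no overlap between the lines were set against sequence variants that remove a CpG in either line. Among 419 tiles with at least 25 points and no overlap, 73.99% were higher in HCR rats, against 76.31% among the 1397 other tiles at an unadjusted p under 0.005 and 5 points. For these tiles as a set, a share nearer to 50% by over 10 points was not found. Such a share would arise only if variants made up much of the set. The 1397 other tiles can hold variants too, so variants in a part of the 419 are not excluded. Among the 42 of them at an adjusted p under 0.05 the share was 57.14% (95% Clopper-Pearson interval 41.0 to 72.3%, with tiles taken as independent), against 76.2% in the other 1774 tiles. Since 6 of the 13 smaller differences at that limit were also higher, the share goes with the p limit, genotypes were not examined, and for these 42 tiles, such as those of Sgk2 and Runx1, variants and a difference in methylation bred into the lines cannot be told apart.

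The 46 VO2max tiles of Table S4 were set against tiles that follow the overall level of a library. Within the 6 LCR rats, the 35 of them that rise with VO2max and have a value in every rat had a median correlation with mean level of 0.449, at percentile 68.51 of 10000 random sets of tiles of similar level and spread (median 0.402, 95th percentile 0.549). Within LCR rats the tiles therefore did not follow the level more than matched tiles. Within the 4 HCR rats the median was 0.726, at percentile 99.16, and without HCR rat 19, the rat of highest mean level, it was 0.0564, at percentile 9.80. HCR rat 19 was the most extreme HCR rat, in the direction of the difference, at all 45 of the tiles where it has a value, against 59.2% of the other tiles of Table S4 and 25.0% of tiles at an unadjusted p under 0.005 and 5 points, so its level and its VO2max, which was not used here, cannot be told apart.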

How the results depend on the processing

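The covariates and the PCA of the more variable tiles were chosen after the data were seen; the other settings were set before the data were examined. The number of DMRs, 151, stayed within 1.5 times on tiles with a value in every rat, with the SD filter, ordinary t statistics, rat means set equal, quantile normalization and a limit of 10 points (114 to 173). It was 67 on the logit scale, 262 without a trend, 4841 with a chi-square reference distribution, 36 with mean level and 7 with the number of tiles without a value as a covariate, 55 at an adjusted p under 0.05 and 1816 at an unadjusted p under 0.005; with 1 rat left out it was 22 to 100, where fewer rats were tested. On simulated values with no change the chi-square reference made 2177 calls, a count that does not carry over to the paper's test on counts.

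The share of DMRs higher in HCR rats, 67.5%, was 80.5% with the chi-square reference, 54.55% at an adjusted p under 0.05, 75.77% at an unadjusted p under 0.005 and 52.78% with mean level as a covariate. It turned to the other side with rat means set equal (47.48%) and after quantile normalization (23.68%). It also did so with the number of tiles without a value as a covariate (14.29%, of 7 DMRs) and without HCR rat 1 (45.45%, of 22 DMRs). With 1 rat left out it was 45.45 to 69.57%. At an unadjusted p under 0.005 and 5 points, the share was 78.5% without HCR rat 1 and 64.8 to 82.2% with 1 rat left out. The causes were not tested in this part.

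The difference in mean methylation stayed positive and did not pass its exact test in any setting (0.969 to 4.15 points). Separation on PC2 kept its side in every setting of tiles and scaling; with 1 rat left out the exact permutation p was 0.007937 to 0.09524, above 0.05 without HCR rat 1 (0.09524) or HCR rat 15 (0.08333), with no overlap in either. DMRs higher in HCR rats were in the majority on 14 chromosomes, on 9 with rat means set equal and on 21 at an unadjusted p under 0.005. Of the 46 VO2max tiles, 0 passed limma over all tiles (39 at an unadjusted p under 0.05) and 41 passed with the chi-square reference; adjusted over the 46 alone, or over the 42 to 45 that could be tested without an HCR rat, 26 (of 43, without HCR rat 19) to 44 passed with 1 rat left out. All 46 kept their direction in every setting run. The study selected these tiles on the same rats, so neither the counts nor the directions are independent evidence.

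None of the 91 named tiles changed direction. Of the 18 called, 9 were kept on the logit scale, 16 with rat means set equal, 11 after quantile normalization, 5 to 13 with 1 rat left out and 0 with the number of tiles without a value as a covariate.

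No paired analysis was possible because no label pairs HCR with LCR rats. Tests of features, CpG context, genes with a DMR and mean level of gene lists, and the F test on counts, were not run. Depth is unknown, so what it limits is not given.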

Differences from the paper's values

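At the paper's limits of adjusted p and difference, limma on percent values called 151 DMRs, 102 higher and 49 lower in HCR rats. The paper's values, from a chi-square test on counts, are 6452, 5319 and 1133. Of the alternatives set before the data were examined, the chi-square reference distribution gave 4841, 3897 and 944, within 1.5 times of the paper's values. The logit scale, tiles with a value in every rat, the SD filter, no trend, ordinary t statistics, rat means set equal, quantile normalization, the other limits and leaving out each rat did not come that close for the total. The chi-square reference also called 41 of the 46 VO2max tiles, which limma did not.

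The shares of variance on PC1 and PC2 were 19.7% and 12.2%, and the paper's are 25.1% and 12.0%. A PCA of the 63229 tiles with the largest SD, chosen after seeing the values, gave 25.08% and 11.99%; it drops none of the paper's called items, since it makes no calls. Without scaling PC1 was at 26.6%, and with tiles of an SD of at least 5 points at 24.5%.

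The paper shows more hypermethylated than hypomethylated DMRs on each chromosome. Among the DMRs called by limma this held on 14 of 21 chromosomes, and among tiles at an unadjusted p under 0.005 and 5 points on 21 of 21.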

Other observations

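The test of near pairs was chosen after positions of the tiles were seen; the lists in this part were set before the data were examined, and their tiles were picked by the study from these rats, so their directions are not independent evidence. Genes of DNA methylation had 3 listed tiles, all higher in HCR rats, with 0 past limma over all tiles and 3 at an unadjusted p under 0.05: Dnmt1 (98.3% against 86.1%, limma adjusted p = 0.408), Zbtb33 (76.5% against 58.3%, adjusted p = 0.571) and Dnmt3l. Tet1, Tet2, Dnmt3a and Dnmt3b were not in the part of the tables used. Neurotrophic, mitochondrial and redox genes of exercise studies had 10 tiles, 9 higher and 1 lower, with 0 past limma over all tiles and 7 at an unadjusted p under 0.05, among them Ntrk2, the BDNF receptor gene (37.8% against 20.2%, limma adjusted p = 0.522). Imprinted genes had 9 tiles, 7 higher and 2 lower, and the tile of the phosphatase gene Inpp5f passed (92.9% against 60.5%, limma adjusted p = 0.0625), a call kept in 2 of the 10 tests that left out 1 rat and lost on the logit scale, after quantile normalization and with either covariate. Of the clustered protocadherins, 4 tiles were listed, 3 higher and 1 lower, and 1 passed. Sarcomere genes, a comparison list, had 7 tiles, 5 higher and 2 lower, with 0 past limma over all tiles and 6 at an unadjusted p under 0.05. An exonic tile of Nfkb1 was at 98.2% against 87.7% (limma adjusted p = 0.594).

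Marker genes of cell types had few listed tiles: 2 for neurons (1 higher and 1 lower in HCR rats), 2 for astrocytes (both higher), 4 for oligodendrocytes (3 and 1), 1 for their precursors (higher), 3 for microglia (2 and 1, the lower one being the Runx1 DMR) and 5 for endothelium and mural cells (3 and 2). No list moved one way with enough tiles to weigh a change in cell composition.

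Tiles with small p lay near one another on chromosomes. Among the 1800 tiles with the smallest p and at least 5 points, 2351 pairs were 20 kb to 1 Mb apart, against a median of 1896.5 and a highest count of 2043 in 100 random sets of tiles. As many pairs arose in 1 of 100 splits of the rats, the real one, the highest other split giving 2158 pairs. Segments of the genome that differ between the HCR and LCR lines may contribute to DMRs lying near one another, a hypothesis that rests on this value alone, since genotypes were not tested.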
